A study of Mus musculus with 24 samples. Its data were reported in "Identification of a Sacral, Visceral Sensory Transcriptome in Embryonic and Adult Mice" (2020).

How the data were processed

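RNA was sequenced from dorsal root ganglia (DRG) of adult C57Bl/6 mice. DRG are clusters of sensory neurons and their glia beside the spinal cord. Each of the 24 samples held ganglia of 1 spinal level from 1 mouse, either lumbar or sacral (the study counted the most caudal lumbar ganglion with the sacral ones). The labels give the level, the sex and a mouse number for each sample, and the groups used here were lumbar male (5 samples), lumbar female (7), sacral male (5) and sacral female (7). The pairing of lumbar and sacral samples of 1 mouse was read from the mouse numbers in the sample titles. The 24 samples came from 13 mice by those numbers, and 11 mice (5 male and 6 female) had both levels. By the numbers 8 mice were female, whereas the study states 7. Whether the unpaired lumbar and sacral female samples came from 1 mouse is not known. A set of 5 female samples (2 lumbar and 3 sacral, from 3 mice) was prepared in batch 1 and the other 19 samples, including all males, in batch 2. The study put the batch effect down to site, since a subset of the adult samples was run in a second research facility.

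The authors amplified the RNA with a kit for small inputs, prepared the libraries by tagmentation and sequenced them on an Illumina instrument. According to their methods, reads were aligned to the mm9 mouse genome with Subread, uniquely mapping reads were kept, and reads were counted per Ensembl gene with featureCounts. Whether the counting used strand is not stated, but the tagmented cDNA was double-stranded, so the reads keep no record of strand. The deposited values are log2 RPKM (reads per kilobase of gene and per M reads, on a log2 scale), made by the authors with voom and a TMM library size adjustment in edgeR and limma. The authors then subtracted the difference between the batches from the log2 values with removeBatchEffect, in a model that also held the sample groups. The table was checked for this step in genes with a value in all samples. A fit with the 4 group means and batch gave a largest batch coefficient of 0 after rounding. The batch difference had therefore been removed in full in those genes. Genes without a value in some samples were not checked. Because 1 batch had only females, the female groups carried the estimate of that difference.

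The deposited table listed 37620 genes, of which 26698 had a value in at least 1 sample and 10922 had none, and 13688 had a value in all samples. Of the gene identifiers, 37205 were named from the annotation (GENCODE M1 on mm9) and 415 were not. The annotation is of an earlier Ensembl release than the one the authors counted against, so gene lengths and names can differ for some genes. Coordinates are 1-based positions on mm9 from that annotation, and give the whole gene from its first to its last annotated base, introns included. All value columns of the table were mapped to samples.

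The table holds no counts, but the low values kept whole reads. Genes seen in only 1 batch carry no batch shift, and their values, once the gene length was added back, lay at whole multiples of the lowest value shared by 5 or more genes. The share of such low values that were whole was at least 99.0% in batch 1 and at least 96.7% in batch 2. The inverse of that step gave the effective library size of each sample. A read count test was not run, because most genes carry a batch shift that removes the whole steps. PCR reads without molecular identifiers are not independent molecules, so depth limits counting error only.

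Blank cells made up 30.3% of the cells in genes with a value. They were read as 0 reads, and each was set to the log2 RPKM of 0.5 reads for that gene and sample. The planned design was to use the values as deposited. This fill was decided after the blank cells were seen and before any model was fitted, and leaving them missing was added as an alternative. A difference against a group that is mostly blank depends on the fill and has no exact size.

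The tests were limma models (limma 3.58.1 and statmod 1.5.0 in R 4.3.3) fitted to the log2 RPKM of all 24 samples. Each model held the 4 group means and batch, with mouse as a random block through duplicateCorrelation, followed by eBayes with an intensity trend. Batch was kept in the model although it had been subtracted, so that the spread was not underestimated. A gene was tested where its mean log2 RPKM was at least 0 in at least 1 of the 4 groups. This left 12655 genes, 11165 of them protein coding. A gene was called where its two-sided Benjamini-Hochberg adjusted p was 0.05 or less. The contrasts were sacral minus lumbar (the mean of both sexes, males and females), female minus male at each level, and the level by sex interaction. Gene set tests used cameraPR on the moderated statistics with an inter-gene correlation of 0.01, over the 10 functional sets the study curated (298 genes). The fry test was used as an alternative, and its mixed form tests each set without regard to direction. The study used an ensemble of set tests that was not run here. Hox genes were tested by a Spearman correlation of paralogue number with the level change, with 100000 permutations. Principal component analysis used the 12655 genes centred per gene. Sample values were compared within mice by an exact two-sided sign-flip test over the 11 pairs. Sample measures and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

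The groups, the designs, the gene naming rule and the alternatives not described as added were fixed before the data were examined. The naming rule took the 5 genes with the largest rise and the 5 with the largest fall between levels, among called genes with a mean log2 RPKM of at least 0 and the same sign in all 11 pairs. It also took the genes the study's text names for adult ganglia and, for each sex comparison, the 5 called genes with the smallest p. The result of 1 gene under this rule is not reported here. Principal component analysis was planned with its alternatives but had no row among the fixed designs. The alternatives were other treatments of the mouse block, batch, the filter, the log offset, scaling, the variance trend, outlying genes and sample weights, and leaving out each mouse in turn. Another 3 (blank cells left missing, centring within 20 bins of transcript GC content, and a myelinating Schwann cell marker score as a covariate) were added after the data were seen.

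The model was tested on simulated data with the real genes, spread and sample layout. Of 200 genes changed by known amounts among 12655, 161 (80.5%) were called, all 161 with the right sign, and 12 unchanged genes were called (6.94% of calls). Each changed gene was moved by 2-fold or more, and no simulated cells were blank. In the real level comparison 115 of 309 called genes changed more than 2-fold. The share found therefore does not apply to smaller changes or to genes with blank cells. In 10 simulated data sets without a sex difference and with batch subtracted first, 5.03% of genes had an unadjusted p under 0.05 in the sacral sex comparison with batch in the model, against 7.6% without it. In a simulation of 10 gene sets, the shifted set had an adjusted p of 1.02e-04 and 0 unshifted sets were called.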

Results

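The transcriptome of adult mouse DRG was measured by RNA-seq at lumbar and sacral levels in both sexes, in 24 samples from 13 mice. The sacral ganglia include the neurons that supply the pelvic organs, and the comparisons asked which genes differ between spinal levels, which differ between sexes at each level, and whether the level difference depends on sex. The effective library size, recovered from the value of a single read, was 27.6 to 44.6 M reads (M for mega; median 39.6 M). It was 37.1 ± 4.2 M in lumbar female (SD, n = 7), 42.4 ± 2.60 M in lumbar male (SD, n = 5), 35.9 ± 5.73 M in sacral female (SD, n = 7) and 39.2 ± 2.09 M in sacral male samples (SD, n = 5). The 5 libraries of batch 1 were shallower (27.6 to 37.4 M, median 30.5 M) than the 19 of batch 2 (34.8 to 44.6 M, median 40.0 M), yet more genes were seen in them (20508 to 21338 against 17527 to 18558). Within the 11 mice with both levels, library size differed between sacral and lumbar by −1.28 ± 4.22 M (SD), which was within the spread (exact sign-flip p = 0.334). Mitochondrial transcripts took 26.0% to 43.4% of the assigned reads (median 32.1%), and no difference in their share between levels was found with both sexes pooled (exact sign-flip p = 0.530). In males the share was higher in sacral in 4 of 5 pairs, by 5.95 ± 9.62 percentage points (SD; exact sign-flip p = 0.188), and in females in 3 of 6 pairs, by −1.77 ± 7.56 (p = 0.531). No sample columns were identical, and Pearson r between samples across genes ranged from 0.771 to 0.954.

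Principal component analysis over 12655 genes was used to find the main sources of variance. Component 1 held 10% of the variance and component 2 held 9.57%. On component 1 the 10 male samples scored −38.1 to −21.5 and the 14 female samples 0.75 to 38.7, and sex accounted for 90.7% of its variance (exact permutation of the 13 mice, p = 7.77e-04, the smallest it can give). Spinal level accounted for 0.756% of component 1, with no difference within mice (exact sign-flip p = 0.405). On component 2 level accounted for 78.5% of the variance, and all 11 mice changed in the same direction (exact sign-flip p = 9.77e-04, the smallest it can give). The components held nearly equal shares, and their order changed with some of the processing: in batch 2 alone, level accounted for 84.0% of component 1, and without X and Y genes for 78.6%, whereas over all genes without a filter it accounted for 3.02%. Batch 1 held females only, so sex could not be compared within it.

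**Figure D1:**
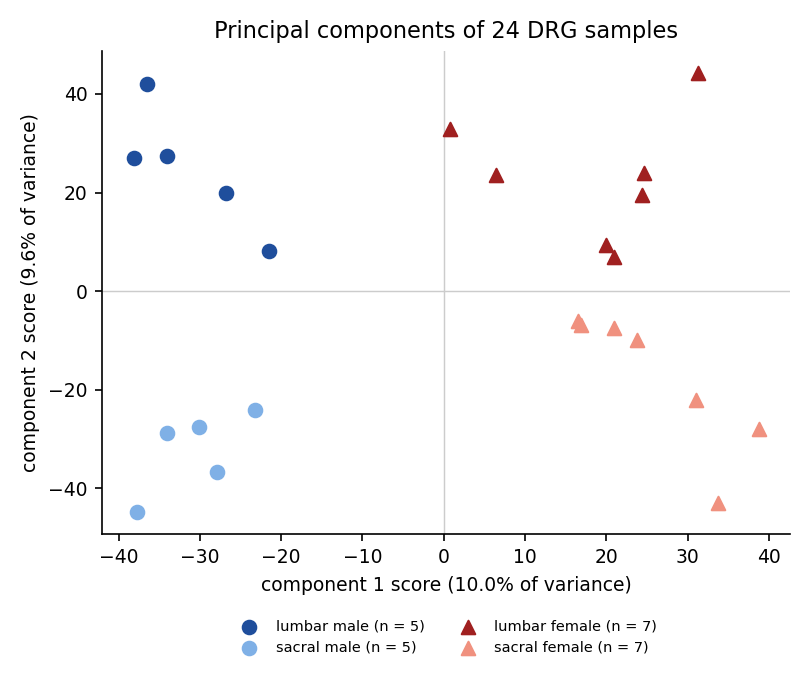
Scores of the 24 DRG samples on principal components 1 (10% of variance) and 2 (9.57%), one point per sample, circles for males and triangles for females, with darker colours for lumbar. Males lie at −21.5 or below and females at 0.75 or above on component 1, and lumbar samples lie above sacral samples on component 2.

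Level was compared first with both sexes pooled. Between sacral and lumbar DRG, 309 genes differed (limma, adjusted p of 0.05 or less), 146 higher and 163 lower in sacral, and 292 of them were protein coding. An unadjusted p under 0.05 was found for 1789 genes (14.1% of those tested). The median absolute log2 change of the called genes was 0.80, and 115 changed more than 2-fold. The estimated correlation between samples of 1 mouse was −0.017, and deviations from the group means correlated between samples of the same mouse at a mean r of −0.066 (11 pairs; simulated values without a mouse correlation gave −0.049, since centring makes r negative), and 1175 of 5760 assignments of sacral to lumbar samples within sex and batch gave as high a mean (permutation p = 0.204). Without the replicate block 318 genes were called, and they included all 309, while with mouse as a fixed block in the 11 paired mice 157 were called, 152 of them shared. The alternative that moved the count most was a Schwann cell marker score as a covariate, added after the data were seen, with which 7 genes were called. That score itself differed between levels. In batch 2 alone 227 genes were called, 198 of them shared, and batch 1, with 2 paired mice, was too small to test alone.

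In males 82 genes differed between levels (37 higher, 45 lower in sacral) and in females 57 did (36 higher, 21 lower). Both sexes shared 37 of these genes. The balance in males was not stable: without male replicate 12 the count was again 82, with 52 higher and 30 lower and 57 genes shared. Without the replicate block the counts were 94 in males and 60 in females, and with mouse as a fixed block they were 51 and 13. All 309 genes of the pooled comparison changed in the same direction in both sexes, which the selection of these genes favours. Over all tested genes the male and female changes correlated at a Pearson r of 0.295 across genes, which are not independent replicates.

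The largest rises, among the 100 called genes with the same sign in all 11 pairs and a mean log2 RPKM of at least 0, were as follows. Uts2d (ENSMUSG00000056423, a protein coding gene on mm9 chromosome 16 from 27353408 to 27370325) encodes a urotensin peptide precursor. Its mean log2 RPKM was −1.5 ± 2.73 in lumbar and 3.38 ± 1.15 in sacral samples (SD, n = 12 each), and its log2 change was 4.76 ± 0.71 (SE; limma adjusted p = 2.24e-04). It was blank in 2 lumbar female samples, so the size of its change depends partly on the fill. Chrna3 (ENSMUSG00000032303, chromosome 9 from 54859150 to 54874366), a nicotinic acetylcholine receptor subunit, rose from 2.52 ± 0.75 to 5.32 ± 0.40, a log2 change of 2.81 ± 0.24 (adjusted p = 1.21e-07). Cartpt (ENSMUSG00000021647, chromosome 13 from 100668439 to 100670638), a neuropeptide precursor gene, rose from 1.61 ± 0.76 to 4.26 ± 0.54, a change of 2.66 ± 0.25 (adjusted p = 2.27e-07). Hoxd10 (ENSMUSG00000050368, chromosome 2 from 74529147 to 74533163) changed by 2.85 ± 0.56 (adjusted p = 0.00392). The processed transcript Gm20440 (ENSMUSG00000092315, chromosome 2 from 74521503 to 74532251) changed by 2.89 ± 0.38 (adjusted p = 5.61e-05). It overlaps Hoxd10 and Hoxd11 on the same strand, so reads of these genes can be split between them and their separate values are uncertain. With the Schwann cell score as a covariate Chrna3 and Cartpt kept an adjusted p of 0.05 or less, and Uts2d, Hoxd10 and Gm20440 did not, although their log2 changes were 4.78, 3.36 and 2.52.

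Among the same 100 genes, the largest falls in sacral DRG were in 1700040D17Rik, Them5, Gm13883, 4932411E22Rik and Fa2h. Some called Hox genes outside these 100 fell more, as given below. The long noncoding RNA 1700040D17Rik (ENSMUSG00000090420, chromosome 3 from 94213317 to 94216805) changed by −2.78 ± 0.55 (adjusted p = 0.00458). Them5 (ENSMUSG00000028148, chromosome 3 from 94146021 to 94151274), which lies near it, changed by −2.58 ± 0.48 (adjusted p = 0.00248). Gm13883 (ENSMUSG00000087473, chromosome 2 from 104096829 to 104115914), a processed transcript that overlaps D430041D05Rik, changed by −1.95 ± 0.33 (adjusted p = 8.24e-04). 4932411E22Rik (ENSMUSG00000047490, chromosome 11 from 89251537 to 89280262) changed by −1.77 ± 0.41 (adjusted p = 0.0172). Fa2h (ENSMUSG00000033579, chromosome 8 from 113869035 to 113917724), a fatty acid hydroxylase gene, fell from 4.91 ± 0.48 to 3.21 ± 0.93 (SD, n = 12 each), a change of −1.76 ± 0.28 (adjusted p = 4.00e-04). With the Schwann cell score as a covariate, none of these 5 falls kept an adjusted p of 0.05 or less, and the log2 changes were smaller, from −1.88 for 1700040D17Rik to −0.41 for Fa2h.

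**Figure D2:**
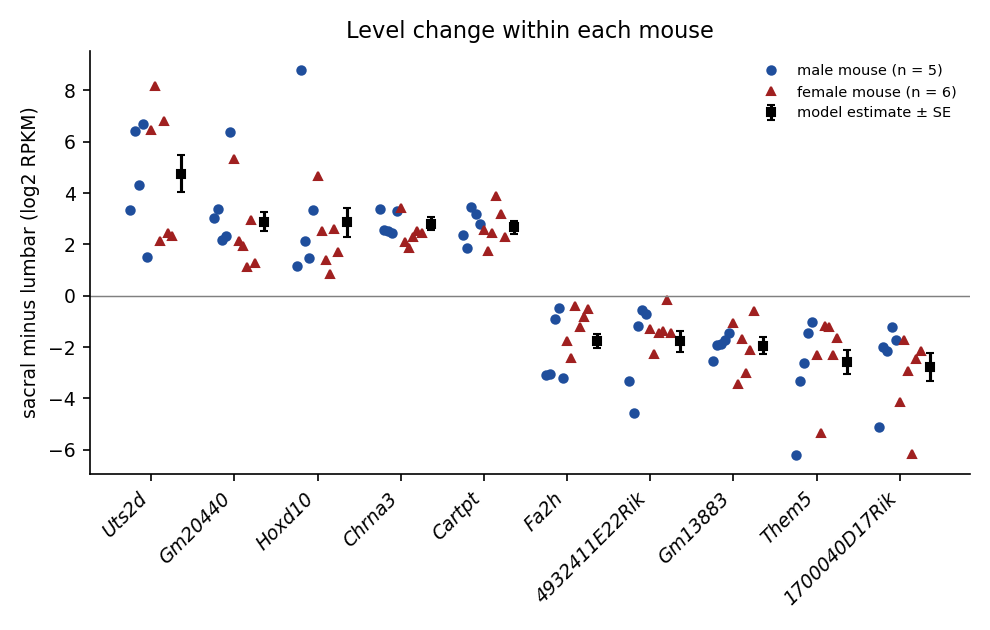
Sacral minus lumbar difference in log2 RPKM for 10 genes, one point for each of the 11 mice with both levels, and the limma estimate with its SE beside them. They are the 5 largest rises and 5 largest falls among called genes with a mean log2 RPKM of at least 0 and the same sign in all 11 pairs. All 11 points lie above 0 for the 5 rising genes and below 0 for the 5 falling genes, which is part of how they were chosen.

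The study's text names marker, channel and Hox genes that differ between levels. Of 31 such genes, listed in advance, all 31 were tested, and 26 were called with adjustment over all genes and 31 with adjustment over the list alone. The list was drawn from the study's own calls on these samples, so the second count shows no stability. Sacral DRG had higher Trpv1 (log2 change 1.22 ± 0.17 SE, limma adjusted p = 7.34e-05), Tac1 (0.98 ± 0.09, adjusted p = 2.00e-07), Adcyap1 (1.2 ± 0.16, adjusted p = 4.92e-05) and Esr1 (1.81 ± 0.24, adjusted p = 5.61e-05). All 11 pairs were higher in sacral for each of these 4 genes. Chrnb4 (2.53 ± 0.22), which neighbours Chrna3, and Negr1 (1.72 ± 0.15) were higher in 11 of 11 pairs as well. Lumbar DRG had higher Nefh (−0.64 ± 0.09, adjusted p = 9.92e-05) and Ntrk3 (−0.53 ± 0.09, adjusted p = 0.00119), each lower in sacral in 10 of 11 pairs. Another 5 genes of the list did not pass: Pvalb (−2.47 ± 0.72, adjusted p = 0.0700), Runx3 (−1.89 ± 0.64, adjusted p = 0.133), Chrna7 (−0.74 ± 0.22, adjusted p = 0.0803), Mmp8 (2.26 ± 0.70, adjusted p = 0.0893) and Th (0.39 ± 0.13, adjusted p = 0.139). Hoxc8 passed narrowly (−2.88 ± 0.78, adjusted p = 0.0466) and lost its call under 16 of 27 alternatives.

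The curated sets asked whether families of signalling genes shift together. Of the 10 sets, 2 passed (cameraPR, adjusted p of 0.05 or less), both toward sacral. Ligand gated ion channels had 25 of 41 tested genes higher in sacral with a mean log2 change of 0.26 (adjusted p = 7.01e-04), and 7 genes of the set were called, all higher. TRP channels had 10 of 12 tested genes higher with a mean log2 change of 0.38 (adjusted p = 0.00156), and 1 was called. The other 8 sets had adjusted p from 0.354 to 0.988, potassium channels (mean −0.08) and transcription factors (mean −0.24) included. Of the 298 curated genes 244 were tested, and 27 were called with adjustment over all genes and 43 with adjustment over the list. Without the replicate block and with mouse as a fixed block the number of sets was also 2. With no filter on low genes it was 1. A test of each set without regard to direction (fry, mixed) gave 7 sets (adjusted p of at most 1.19e-04). It asks whether any genes of a set change, not whether the set shifts together.

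Hox genes mark position along the body axis, and higher paralogue numbers are used more caudally. Across the 18 tested of 40 annotated Hox genes, paralogue number correlated with the sacral minus lumbar change (Spearman rho = 0.703, permutation p = 0.0016; Pearson r = 0.505, permutation p = 0.0321). These are correlations across genes of 4 clusters, which are not independent replicates. All 6 tested genes with paralogue numbers of 10 or more were higher in sacral, and 2 of the 12 with numbers of 9 or less were (Hoxd8 and Hoxd9). Of the 8 Hox genes called, 4 were higher in sacral. Hoxc11 had the largest rise (4.50 ± 0.95 SE, limma adjusted p = 0.00771), Hoxd11 changed by 2.17 ± 0.28 (adjusted p = 4.73e-05) and Hoxc10 by 0.94 ± 0.19 (adjusted p = 0.00529). Hoxb8 had the largest fall (−3.64 ± 0.85, adjusted p = 0.0172) and Hoxb9 changed by −2.80 ± 0.55 (adjusted p = 0.00414). Hoxc11 and Hoxb8 were low, with a mean log2 RPKM over all samples of −2.10 and −1.73. The sizes of their changes may therefore depend partly on the fill of blank cells. With mouse as a fixed block rho was 0.701, and with no filter on low genes it was 0.371. Some other splits of the samples gave as strong an order, as given among the additional observations.

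**Figure D3:**
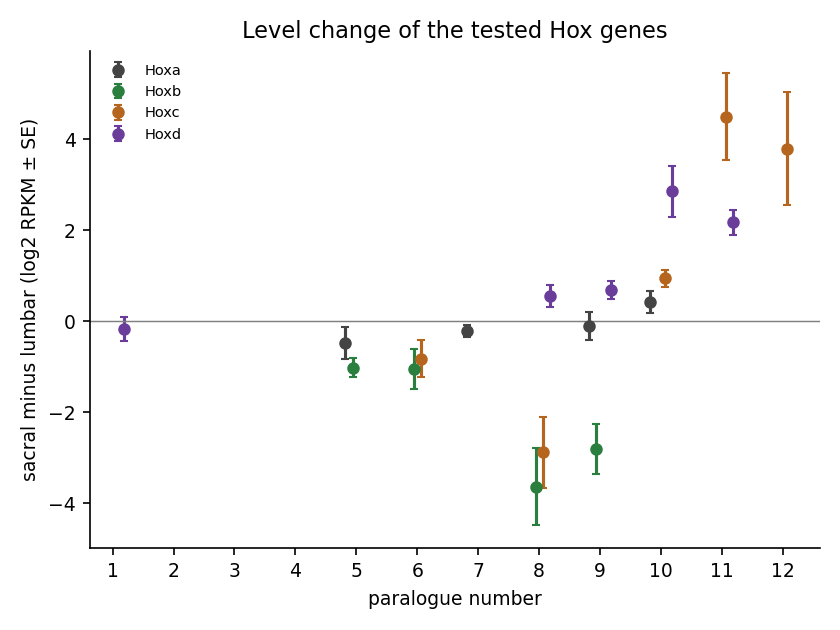
Sacral minus lumbar change in log2 RPKM (points, limma estimate ± SE) of the 18 tested Hox genes against paralogue number, coloured by cluster. The 6 genes numbered 10 or more lie above 0, and of the 12 numbered 9 or less only Hoxd8 and Hoxd9 do.

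Sex was compared at each level. In lumbar DRG 6 genes differed between females and males (limma, adjusted p of 0.05 or less), 3 higher and 3 lower in females, and 936 had an unadjusted p under 0.05. In sacral DRG 10 genes differed, 5 higher and 5 lower, with 1104 at an unadjusted p under 0.05. The 6 lumbar genes were all among the 10 sacral ones. They were Xist, Tsix and Gm2223 on the X chromosome, Kdm5d and Ddx3y on the Y chromosome, and Srd5a2 on chromosome 17. Without the replicate block the counts were again 6 and 10, and mouse could not be a fixed block here because each mouse has 1 sex. Leaving batch out of the model moved the sacral count most, to 32 genes. In batch 2 alone 6 lumbar genes were called (1 higher and 5 lower in females, 4 of them shared). There 10 sacral genes were called (3 higher and 7 lower, 7 shared), and batch 1 held no males.

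Xist (ENSMUSG00000086503, mm9 chromosome X from 100655714 to 100678556) had a mean log2 RPKM of 3.34 ± 0.23 in lumbar female and 3.20 ± 0.55 in sacral female samples (SD, n = 7 each), and was blank in 2 of 5 male samples at each level. Tsix (chromosome X from 100626856 to 100680296) overlaps Xist on the opposite strand. The libraries were tagmented from double-stranded cDNA, which keeps no record of strand. Reads in the shared span therefore cannot be assigned to 1 of these genes, and the Tsix call is not separate from that of Xist. Ddx3y (ENSMUSG00000069045, chromosome Y from 597158 to 623056) was 2.10 ± 0.37 in lumbar male and 2.41 ± 0.46 in sacral male samples (SD, n = 5 each) and blank in 5 of 7 female samples at each level. Kdm5d (ENSMUSG00000056673, chromosome Y from 234231 to 280254) was 2.59 ± 0.73 and 2.78 ± 0.45 in males and blank in 5 of 7 lumbar and 6 of 7 sacral female samples. No fold is given for these genes because 1 sex lay at or near the floor. The Y genes Uty and Eif2s3y were also high in males only, with adjusted p in sacral DRG of 0.113 and 0.0753. These non-calls depend on the processing: in sacral DRG Uty passed under 7 of 26 alternatives and Eif2s3y under 8 of 25. Their moderated SE in sacral DRG, 2.36 and 2.02, exceeded the SD within either sacral group, which was at most 0.76. Uty was blank in 5 of 7 and Eif2s3y in 7 of 7 sacral female samples. The non-calls therefore do not show that the difference is weak or varies between mice. Gm2223 (ENSMUSG00000079297, chromosome X from 31680781 to 31682130) is annotated as a pseudogene, so its reads can be shared with its parent gene. It was higher in females by 0.90 ± 0.16 in lumbar (SE, limma adjusted p = 0.0151) and 1.14 ± 0.17 in sacral DRG (adjusted p = 9.29e-04).

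Srd5a2 (ENSMUSG00000038541, chromosome 17 from 74367046 to 74397256), a steroid reductase gene, was 4.61 ± 0.42 in sacral male (SD, n = 5), −0.03 ± 1.17 in lumbar male (SD, n = 5), −1.76 ± 2.36 in sacral female (SD, n = 7) and −5.55 ± 1.14 in lumbar female samples (SD, n = 7). It was blank in 6 of 7 lumbar female samples and 1 of 7 sacral female samples. Its adjusted p between sexes was 0.00164 in lumbar and 5.12e-04 in sacral DRG. The lumbar call was lost under 2 of 27 alternatives and the sacral call under 0 of 27. Tac1 (ENSMUSG00000061762, chromosome 6 from 7505071 to 7512973) was lower in females in sacral DRG, at 7.66 ± 0.22 against 8.52 ± 0.16 in males (log2 change −0.86 ± 0.14 SE, limma adjusted p = 0.00212), and in lumbar DRG its change was −0.27 ± 0.13 (adjusted p = 0.662). Penk (ENSMUSG00000045573, chromosome 4 from 4060678 to 4065966), an enkephalin precursor gene, was 2.31 ± 0.70 in sacral females and 4.73 ± 0.32 in sacral males (change −2.42 ± 0.50), with an adjusted p of 0.0633. Kdm6a did not pass either (0.99 ± 0.22 in sacral DRG, adjusted p = 0.107). The remaining 3 sacral genes, named to complete the count after their values were seen, were Gm12338 (−0.89 ± 0.16, adjusted p = 0.0197), Slc4a11 (1.59 ± 0.31, adjusted p = 0.0454) and Hscb (1.61 ± 0.32, adjusted p = 0.0472).

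**Figure D4:**
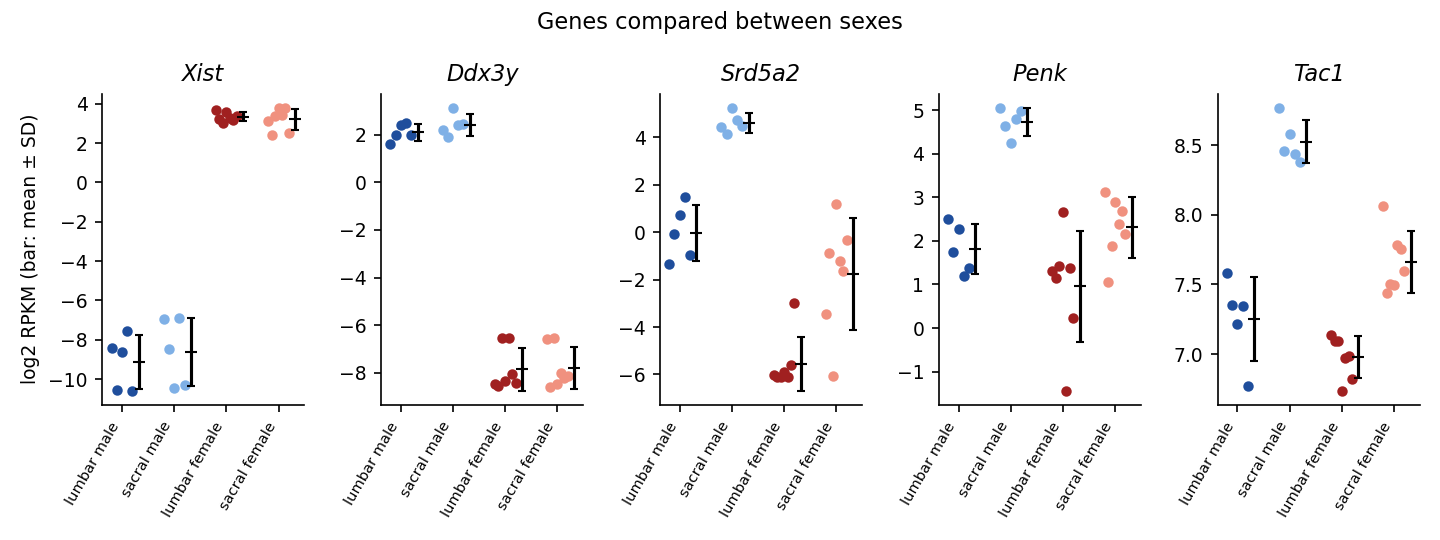
Log2 RPKM of Xist, Ddx3y, Srd5a2, Penk and Tac1 in each of the 24 samples by group, with the group mean ± SD beside the points; blank cells are drawn at 0.5 reads. Xist is high in all 14 female samples and Ddx3y in all 10 male samples, and Srd5a2, Penk and Tac1 are highest in the 5 sacral male samples.

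The interaction asked whether the level change differs between sexes. No gene passed (0 genes, smallest adjusted p = 0.973), and 585 genes (4.62%) had an unadjusted p under 0.05. For Tac1 the level change in females minus that in males was −0.59 (adjusted p = 0.973), and for Penk it was −1.57 (adjusted p = 0.999). The sacral and lumbar sex differences of these genes are therefore not shown to differ. With log2(RPKM + 1) the interaction count was 1.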

Values the study reported

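The study pooled adult samples from 5 male and 7 female mice. It reported a principal component analysis over 23 168 detected genes in which spinal region was the main source of variance. It reported 466 genes that differed between lumbar and sacral DRG at an adjusted p under 0.05. In its set of 298 curated genes, 7 of 10 gene sets were enriched. It gave transcription factors and potassium channels as higher in lumbar DRG, and the rest of these sets as higher in sacral DRG. Between sexes, the study listed 6 genes at both levels (Xist, Ddx3y, Uty, Eif2s3y, Kdm5d and Gm2223). It listed another 10 in sacral DRG and a single gene in lumbar DRG only.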

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

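The tests below on spinal cord tissue, including the depth of the library concerned, were chosen only after the result was seen. The marker gene lists had been written before the values were seen. A sample was picked out where its gap to the nearest sample of its group was large for the range of that group (Dixon's test). Of 252 group values tested this picked out 16, and chance alone gives 12.6, so single cases carry little weight.

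In 5 cases all other samples of the group were blank or nearly so, and the sample picked out is one with a few reads. Tsix was −6.46 in lumbar male replicate 14 and −6.38 in sacral male replicate 14, Kdm5d was −5.49 in sacral female replicate 19, Srd5a2 was −2.99 in lumbar female replicate 12 and Uty was −7.51 in lumbar female replicate 11 (all log2 RPKM). In another 2 cases the sample itself was blank, and its value is the fill of 0.5 reads: Pvalb was −6.35 in sacral male replicate 14 and Mmp8 was −7.61 in lumbar female replicate 23. These 7 distances depend on the value given to blank cells and were not tested further, and no biological explanation was tested.

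The remaining gene values were Gm20440 at −1.33 in lumbar female replicate 19 (nearest sample 0.77), Gm13883 at 0.91 in lumbar male replicate 14 (nearest 2.14) and Tsix at −1.43 in sacral female replicate 21 (nearest −0.03). The neighbouring genes 1700040D17Rik and Them5 were both lowest in sacral male replicate 11, at −4.55 (nearest 0.37) and −5.16 (nearest −1.0). The blood marker list had a mean log2 RPKM of 3.56 in sacral male replicate 15 (nearest 4.89) and the macrophage list −2.88 in sacral female replicate 21 (nearest −0.54). Mitochondrial transcripts took 41.5% of reads in lumbar male replicate 11, against at most 28.7% in the other lumbar males. No explanation was tested for these values. The range of the mitochondrial share over all 24 samples was 26.0% to 43.4%, and a second lumbar sample, female replicate 22, had the highest.

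The spinal cord marker list had a mean log2 RPKM of 2.41 in lumbar female replicate 22, against at most −5.40 in the other lumbar female samples. A candidate explanation is spinal cord tissue in the sample. Of the 5 listed genes, 4 were higher there than in each of the 23 other samples (Mog 1.75, Gfap 0.15, Aqp4 4.44 and Slc6a5 3.32), and the other one, Mnx1, had no value in any sample. Mog was blank in all 23 other samples. The test had asked for all 5, which could not be met without Mnx1. The 4 genes that could be tested were all higher, as spinal cord tissue would give, but the sample was picked out by the mean of the same genes, so the test leaves this explanation open. The depth of the library is not the explanation, since 5 other lumbar female samples had a deeper library. No biological explanation was tested, since the design gives none for a single sample.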

How the results depend on the processing

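Of the alternatives tried, 3 were chosen after the data were seen: blank cells left missing, centring within GC bins, and the Schwann cell marker score as a covariate. No named change, set or Hox correlation reversed its direction under the alternatives run. The balance of higher and lower calls did change: the larger side was the other one in 9 of 28 alternatives for the pooled level comparison and in 16 of 28 for males, against 0 of 28 for females. Without male replicate 12 it was 173 higher and 136 lower pooled, against 146 and 163, and 52 and 30 in males, against 37 and 45. With no filter on low genes it was 36 and 24 in males.

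The pooled level comparison called 309 genes and kept within 1.5 times of that count in 26 of 28 alternatives, with counts from 7 to 384. The first exception was mouse as a fixed replicate block, which uses only the 11 paired mice: 157 genes in the pooled comparison, 51 in males (29 higher, 22 lower) and 13 in females (10 higher, 3 lower). Without the replicate block the counts were 318, 94 and 60. The second exception was the Schwann cell score: 7 genes pooled (6 higher, 1 lower), 2 in males (2 higher, 0 lower), 4 in females (4 higher, 0 lower) and 1 curated set. The Schwann cell score was 60.4% between levels, so a covariate of that kind removes calls in any case, as the other observations show. Apart from the batch covariate, the cause of the remaining changes in counts was not tested.

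In batch 2 alone 227 genes differed between levels, with 53 in males and 19 in females. With no filter on low genes 30 genes were called in females and 1 curated set passed. With sample quality weights the counts were 52 in males and 135 in females, and without a variance trend 35 in females. The sex counts moved to 32 in sacral DRG without the batch covariate, to 3 in lumbar DRG with a filter at a mean log2 RPKM of 2, and to 16 in sacral DRG with log2(RPKM + 1), where the interaction count was 1. Simulated values without a sex difference gave 7.6% of genes at an unadjusted p under 0.05 when batch was left out, so the rise to 32 is consistent with a spread that is too small after subtraction of batch.

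Scaling moved the split of higher against lower calls by over 10 percentage points in the sex comparisons only. Centring within GC bins gave 0 higher and 5 lower in lumbar and 2 higher and 7 lower in sacral DRG, against 3 and 3 and 5 and 5. Genes without a protein coding transcript such as Xist have no GC value and drop out, which does not account for the added lower calls. Of the 5 and 9 genes called, 3 and 6 were shared, and the cause of the new calls was not tested. Every scaling tried moved the median level change by less than 0.1.

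Leaving out each mouse in turn (13 fits) gave 213 to 309 genes between levels, 33 to 103 in males, 20 to 60 in females, 4 to 8 between sexes in lumbar DRG, 7 to 13 in sacral DRG, 0 for the interaction, 2 sets, and Hox rho from 0.626 to 0.703. Hox rho was 0.371 to 0.886 over all its alternatives, with permutation p from 5.50e-04 to 0.0321.

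Level accounted for 0.756% of principal component 1, but for 84.0% in batch 2 alone and 54.5% with log2(RPKM + 1). Other choices, made to test explanations, also put level first: 78.6% without X and Y genes, 60.7% over genes with a value in all samples, 55.4% after centring within GC bins and 54.8% at a mean log2 RPKM of at least 2. Level stayed off that component over all genes without a filter (3.02%), with values scaled per gene (16.9%) and after centring within length bins (0.433%). The first pair of components held nearly equal variance in the values as analysed but 11.1% and 5.84% without a filter.

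The 60 named changes gave 1632 values under alternatives. Of these 1509 kept their side of the threshold, 79 were weaker (26 of them with the Schwann cell score), 44 were stronger and 0 reversed. Depth limits the Y genes and Xist, which lay near 0 reads in 1 sex, so that their difference has no exact size.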

Other observations

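The tests chosen only after the result was seen were those on the number of mice swapped in other splits, on the Schwann cell score, GC content and batch for the level comparison, on library depth and mitochondrial share, on the GC content, length and depth of component 1 and its choices of mice, on muscle tissue, on crossed mouse numbers, on blank cells and batch for Srd5a2, on leaving batch out, on connective tissue and muscle for the Schwann cell list, and on the depth of batch 1. The sacral male pattern was noticed in the drawn values of the sex genes before its counts were made. An exploratory look at components, marker lists and pairing came before the tests were written down.

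The number of genes between levels here was 309. That is lower than the value quoted from the study above. The number of curated sets past the threshold here was 2 in tests of a shared direction. That is also lower than the value quoted. Without regard to direction (fry, mixed) it was 7, with adjusted p from 3.72e-21 to 1.19e-04: ligand gated ion, potassium, calcium and TRP channels, transcription factors, G-protein coupled receptors and neurotrophic factor receptors. That number equals the value quoted, and the sets are those named by the study. However, the study gave each set a direction, which the mixed test ignores. With direction only ligand gated ion and TRP channels passed here. The rest of the 7 had adjusted p from 0.354 to 0.469 (cameraPR), so the equal number does not reproduce their directions. Sacral DRG had 4 genes beyond those shared with lumbar DRG between sexes here. That too is lower than the value quoted. The genes called at both levels here were also not all those of the study. Uty and Eif2s3y of its list were not called, whereas Tsix and Srd5a2 were. Spinal level was on component 2 here rather than on the first.

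Other splits of the samples were drawn by swapping lumbar and sacral within mice, so that each split parts the same 11 pairs, or by reassigning sex among the paired mice. For speed the mouse correlation was estimated on a subset of genes, which gave 311 level genes in place of 309 and 590 unadjusted interaction genes in place of 585. Only 1 of 100 splits, the real one, gave as many genes between levels. The highest other count, 71, came from a split with 0 of the paired mice swapped, in which only the unpaired samples changed level. In females 1 of 64 splits gave as many, and in males 1 of 16 did, where the share cannot go below 0.05. Between sexes 1 of 100 splits gave as many called genes in lumbar and 1 of 100 in sacral DRG. For genes at an unadjusted p under 0.05 the numbers were 6 of 100 in lumbar and 1 of 100 in sacral DRG, and for the interaction 47 of 100. The gene sets and the Hox order stood apart less: 5 of 100 splits gave 2 or more sets, and 10 of 100 gave a rho as far from 0. Among the 79 splits that swapped 4 or 5 mice, 1 gave as many sets and 6 as strong a Hox order. By this count the Hox order cannot be told apart from other groupings of these samples. The test is weak for it, since splits that swap at most 5 of 11 mice keep a part of the real level difference and a rank correlation ignores its size. For the sets, 5 of 100 lies at the limit set before, so they cannot be told apart by that count, although they stood apart from the splits that swapped more mice.

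Technical explanations were tested for the level difference. After centring within GC bins, 94.9% of the called genes with a GC value stayed called. Level change correlated across genes with GC content at a rho of −0.193 and with transcript length at a rho of 0.033. Library depth (exact sign-flip p = 0.334) and mitochondrial share (exact sign-flip p = 0.530) did not differ between levels within mice when the sexes were pooled. The mitochondrial change in males minus that in females was 7.72 percentage points (exact permutation p = 0.171), and in sacral DRG the female minus male difference in share was −4.49 points (exact permutation p = 0.0922), so a part of it in the male and sacral comparisons is not excluded. After median centring of each sample 94 genes were called between levels in males, 80 of them shared, and 10 between sexes in sacral DRG, all 10 of them shared. In batch 2 alone 100% of the 309 genes had an unadjusted p under 0.05 in the same direction. Most samples are shared with the fit that chose the genes. Batch subtraction moved all deposited values of a gene in 1 batch by the same amount. Both samples of a mouse share a batch. Subtraction therefore cannot by itself make a level difference among these values within batch 2 or within mice. In batch 2 alone 198 of the 309 genes were called, and with mouse as a fixed block 152 were. These counts argue against batch subtraction for those genes. With the Schwann cell score as a covariate 2.27% of the genes stayed called (7 of 309). By the prediction written for it that would have borne out the explanation. A comparison added after that value was seen weakens it: 20 scores shuffled within the 4 groups, which keep the level difference, left 9 to 103 genes (median 26) in fits without the mouse block, so most of the loss comes with any score that separates levels, although 0 of the 20 left as few as the 7 of the real score. The shuffled scores gave a median ratio of change of 1.01 (0.844 to 1.15), whereas the real score gave 0.766, so part of the change may follow the share of myelinating Schwann cells. It does not account for the whole level difference: with the score as a covariate 300 of the 309 genes kept their direction, and Chrna3, Chrnb4, Cartpt, Negr1, Tac1, Trpv1 and Nefh were still called. Uts2d, Hoxd10, Hoxd11 and Ntrk3 lost their call although their changes did not shrink (4.78, 3.36, 2.33 and −0.73), since the SE rose (median ratio 1.61). For falls that shrank and lost their call, the level difference cannot be told apart from that explanation. A lower share of Schwann cells would raise the genes of other cells together. The pan neuronal marker list changed by −0.09 ± 0.26 and the satellite glia list by 0.09 ± 0.28 (SD, 11 pairs). These values argue against a lower share as the source of rises larger than that spread.

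Marker lists were compared between levels within mice (11 lists, exact sign-flip tests). Myelinating Schwann cell genes changed by −1.24 ± 0.74 (SD, log2 scale) from lumbar to sacral DRG, lower in 11 of 11 pairs (p = 9.77e-04 by the exact test, the smallest it can give, adjusted p = 0.00358). The change was −1.42 in the 9 pairs of batch 2 and −0.46 in the 2 of batch 1. Large myelinated neuron genes changed by −0.92 ± 0.54 in 11 of 11 pairs and peptidergic neuron genes by 0.67 ± 0.25 in 11 of 11 pairs, with the same exact p and adjusted p. Both lists hold genes named in the study's text, so they are not independent of its calls. The blood list changed by 0.76 ± 1.14, higher in 8 of 11 pairs (exact p = 0.0430, adjusted p = 0.118), and the other 7 lists had larger p. A candidate explanation for the Schwann cell genes is nerve or connective tissue left on lumbar ganglia, but connective tissue genes did not differ (exact p = 0.286; in batch 2 alone the exact p was 0.0391, with a change of −0.31). Muscle genes did not either (exact p = 0.0977). A failure to find a difference with 11 pairs does not exclude a small one, and a lower share of myelinated axons in sacral DRG may also give this pattern; these were not separated. The peptidergic change was 0.87 in males and 0.51 in females (exact permutation p = 0.0108, adjusted p = 0.119), which fails the correction over the 11 lists.

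Male and female samples lay apart on component 1, and 1 of 1287 choices of 5 mice lay as far apart. The share of component 1 between sexes fell to 0.111% without X and Y genes, to 7.20% in batch 2 alone, to 16% over genes with a value in all samples and to 28.7% after centring within GC bins, and was 93.1% after centring within length bins. By the limits set, each of the first 4 would account for the place of sex on the first component. These falls concern the order of components: without X and Y genes, sex accounted for 81.5% of component 2. Depth correlated with component 1 within batch 2 at a rho of −0.091 in males and 0.05 in females. Male mice are numbered 11 to 15 and female mice of batch 2 are numbered 19 to 23, so males and females may have been handled as separate groups. Batch 2 held both sexes, and within it sex accounted for 79.6% of component 2 (exact permutation of mice, p = 0.00794). Within batch 2 the number of smaller handling groups known to hold both sexes was 0. The sex difference on component 1 cannot be told apart from handling in such groups.

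Sacral male samples stood out. In 8 of 12655 genes all 5 sacral male samples lay above all 19 others (Adcy8, Gm5909, Gpr83, Penk, Rasef, Rpl36al, Srd5a2 and Tac1, named after their values were seen), where chance gives 0.298 genes, and in 4 they lay below. Other groups had 0 or 1 such genes on each side. Of 792 choices of 5 sacral samples 6 gave as many, and another choice reached 10. This pattern was noticed and tested on the same samples, and batch, handling and sex were not separated.

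Srd5a2 was higher in males and in sacral ganglia. The nearest tested genes, Ehd3 and Memo1, differed between sexes in sacral DRG by at most 0.55. With blank cells left missing the female minus male difference in sacral DRG was −5.65. The limma adjusted p there was 0.00363 in batch 2 alone, at most 0.00455 when any single mouse was left out and 2.56e-04 after centring within GC bins. None of these tests accounts for the difference in sacral DRG, and the labels name no handling group. In lumbar DRG the difference ranged from −6.62 to −1.06 over the alternatives and lost its call under 2 of 27. A difference in biology between sexes is a hypothesis, since it was found and tested on the same samples.

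Samples of 1 mouse did not deviate together. The highest mean correlation of any assignment of sacral to lumbar samples within sex and batch was −0.047, so crossed mouse numbers do not explain it. Centring makes such values negative: in simulated values without a mouse correlation the highest mean was −0.045 to −0.039 (10 runs). With a simulated correlation of 0.3 it was 0.243 to 0.249, so the test could have come out the other way.

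Leaving batch out of the model raised the number of sacral sex genes. In simulated values without a sex difference 7.6% of genes had an unadjusted p under 0.05, a value above 5.03% with batch in the model, so the spread lost by subtracting batch may account for part of that rise.

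Skeletal muscle genes were high in 4 female samples, lumbar replicates 11, 22 and 20 and sacral replicate 13, with list means of 3.72 to 5.16 against at most −0.62 in the 20 others. Of 5 muscle genes, 4 lay higher in all 4 samples than in the others, and Myh4 did not. Muscle tissue in the samples is a candidate explanation that this leaves open, and the samples were chosen for that score. Of the 57 genes that differed between levels in females, 0% followed the muscle or spinal cord score across female samples (0 genes).

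Replicates lay closer together in batch 1, with a spread of 0.41 to 0.49 in log2 RPKM between pairs of one group, than in batch 2 (0.67 to 0.89). Depth is not the explanation, since batch 1 had a median of 30.5 M reads and batch 2 of 40.0 M reads. The study ran a subset of the adult samples in a second facility, and differences between the sites cannot be separated from batch here. Fewer distinct molecules in batch 2 libraries may contribute: the ratio of spreads fell from 2.06 in genes of the lowest decile of expression to 1.25 in those of the highest, between the limits set for and against it, so the test leaves this open.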
